A study of Solanum dulcamara with 12 samples. Its data were reported in "Oviposition by Spodoptera exigua on Solanum dulcamara Alters the Plant’s Response to Herbivory and Impairs Larval Performance" (2018).

How the data were processed

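Leaves of Solanum dulcamara (bittersweet, a wild relative of potato and tomato) were profiled on 12 Agilent custom arrays read in the green (Cy3) channel alone. Per the labels, plants were untreated (C), had carried eggs of the moth Spodoptera exigua (E), had been fed on by its larvae (F), or had carried eggs before the larvae fed (EF). Egg clutches of 10 to 150 eggs stayed on a leaf for 3 days, and 12 newly hatched larvae per plant fed for 24 h, starting 12 h after the eggs were taken off. The harvested leaf was the egg-laden leaf or the leaf at the same position (the L0-leaf). Each array held RNA pooled from 3 plants, and each of the 4 groups had 3 arrays. Replicates 1, 2 and 3 of every group were plants raised from seed of Erkner, Friesland and Siethen, respectively.

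The deposited scanner files gave raw spot and local background intensity on a linear scale, without normalization between arrays. The deposited processed intensity of the same spots had been background-subtracted and detrended by the scanner software. The authors also deposited a table of log2 values. It was equal, for all 755640 values and within a tolerance of 1e-08, to normexp background correction of the median spot signal followed by quantile normalization over all spots. The remaining columns used were the scanner's spot types and quality flags. All probes were marked as unmapped in the files, so no genome coordinates are given. Gene descriptions are those in the scanner files, which come from similarity to tomato, potato and Arabidopsis genes; a RefSeq gene table of the species was not used here, since the contig names have no counterpart in it.

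The main processing followed the methods of the study where they gave a step, apart from the order of filter and background correction. Of 62970 spots per array, 1319 were controls and 61651 carried 60151 distinct probes for 33758 targets, a target being a transcript contig (or a set of contigs that share the probe) on a given strand. Mean spot signal was corrected against the median local background with normexp at an offset of 0, which was fitted on all spots before dim probes were left out. A probe was kept where its signal exceeded 1.5 times the 90th percentile of the 35 dark-corner spots on at least 3 arrays. This kept 52013 probe spots (84.4%). Kept probes were quantile-normalized, spots the scanner marked as outliers were left out, spots and then probes of a target were averaged on the linear scale, and the average was log2-transformed. Of the 26606 targets tested, 4240 had 1 kept probe, 21653 had 2 and 713 had more. In the study dim probes were left out first. The number of arrays a probe had to pass on, the offset, the moderation of variances and the use of the mean spot signal, where the deposited log2 values rest on the median, were chosen here.

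Group means were compared with limma 3.58.1 (lmFit and eBayes, two-sided) in R 4.3.3, with all 12 arrays in a single fit that left 8 residual degrees of freedom. Statmod 1.5.0 was used for random blocks. A target was counted where it differed at least 2-fold (1 on the log2 scale) with an unadjusted p below 0.05, the threshold of the study. Counts at a Benjamini-Hochberg adjusted p below 0.05 stand beside these. The contrasts were E, F and EF against C, EF against F, EF against E, and the interaction of feeding with oviposition. Differences between seed locations were tested with limma's F-test in a model of group and location. The overlap of the F and EF responses was set beside unchanged groups made by permuting the arrays' deviations from their group means, since both responses share the control arrays. The comparisons, their tests, the thresholds, the rule for named targets and most alternatives were fixed before the data were examined. The set lists, the spike-in and slide tests and the draws of unchanged groups were not.

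Replicate numbers paired the arrays. For each of the 18 pairs of arrays from the same location in different groups, the deviations from the group means correlated at 0.34 to 0.67 across targets, against -0.43 to -0.01 for the 36 pairs from different locations. The pairing comes from the seed location in the labels. A fit with location as a replicate block was therefore computed for every comparison of groups, as the study describes blocks of plants of the same genotype, although it mentions no block for its array fit.

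In simulated values for 26606 targets with 200 changed by 2-fold to 8-fold, drawn with the real means and residual spreads, the F vs C contrast called 97% of the changed targets at the study's threshold and 80% at adjusted p, with 221 unchanged targets past the former and 8 past the latter. For EF vs F these were 95% and 80.5%, with 202 and 10 unchanged targets. For E vs C they were 91.5% and 76.5%, with 228 and 9. EF vs C had 92% and 75.5%, with 225 and 13, EF vs E 93.5% and 81.5%, with 216 and 6, and the interaction 91% and 66.5%, with 453 and 7. The location test called 96% of the changed targets at adjusted p, with 8 unchanged. For the comparisons of groups, location differences were drawn as noise not shared between arrays. The real arrays share location, so these counts of unchanged targets do not carry over to them. With location kept and the replicate block fitted, the unchanged targets past the study's threshold were 101 for E vs C and 105 for F vs C. They were 100 for EF vs F and 244 for the interaction.

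Named targets were, by rule, the 4 contigs for which the study had designed qPCR primers, and in each of E vs C, F vs C, EF vs C and EF vs F the 3 targets with the largest rise and the 3 with the largest fall that had the same sign of difference in all 3 locations, first from those at adjusted p below 0.05 and then from those at unadjusted p below 0.05. At most 2 targets without a description were taken in each direction. Where a group had no array with the target well above background, its fold is a bound, computed against the higher of the target's own signal and the lowest signal among probes well above background on each array.

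The alternatives covered the background correction, the normalization, the set of probes normalized, the filter on dim probes, the summary over probes, the deposited log2 values, the moderation of variances, array weights, the replicate block (fixed and random), slide, the groups in the fit, and the omission of each array and each location. The arrays lay on 3 slides, each scanned on its own. Slide 3 held the 3 F arrays and no others, while slides 1 and 2 held C, E and EF arrays, so a fixed slide term could be fitted only for comparisons without F. Slide as a random block, and location together with slide, were added after the data had been seen. Lists of targets for set tests (camera with its preset correlation, and fry) were formed from words in the descriptions: phenylpropanoid and flavonoid enzymes, proteinase inhibitors, jasmonate biosynthesis and signalling, photosynthesis, heat shock proteins and ribosomal proteins. Gene ontology enrichment and the next-youngest leaf were not analysed here.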

Results

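Transcripts of the L0-leaf were measured on 12 arrays. The 4 groups, with 3 arrays each, cross eggs with feeding: neither (C), eggs alone (E), larvae alone (F), or eggs and later larvae (EF). Between 82.6% and 86.8% of the probe spots lay well above background on each array, and no spot was saturated. The median raw signal of the probes ranged from 123 to 144.6 in 8 of the 9 C, E and EF arrays and was 148.1 in the remaining EF array, and it was 179.2, 133.8 and 134 in the F arrays from Erkner, Friesland and Siethen. The number of arrays, 3 per group, limits the precision of every comparison. Correlations between arrays of the same group ranged from 0.959 to 0.976 across targets, so no pair of replicates was identical.

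Seed location accounted for more of the variation than the treatments. Of the total sum of squares over 26606 targets, 43.7% lay between the 3 locations, 29.4% between the 4 groups and 26.9% in the remainder. The number of targets that differed between locations in limma's F-test was 5639 at adjusted p below 0.05, and 1586 of these differed at least 2-fold between a pair of locations. This count was 3492 without moderation of variances, and it fell to 1074 when the Friesland arrays were left out. The first 2 principal components carried 26.5% and 23.3% of the variance.

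All 3 F arrays were hybridised on a slide that held no other group. A difference seen only in comparisons that use the F arrays therefore cannot be told apart from a difference between slides. EF vs C and EF vs E use no array of that slide. Spike-in controls, RNAs added to each sample in fixed amounts, lay 2.08 to 2.31 (log2) above the array's 75th percentile of probe signal on the F arrays and 3.22 to 3.85 above it on the other 9 arrays. The difference was -1.23 (exact permutation test over 220 splits, two-sided p = 0.00455, the smallest these arrays allow).

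**Figure D1:**
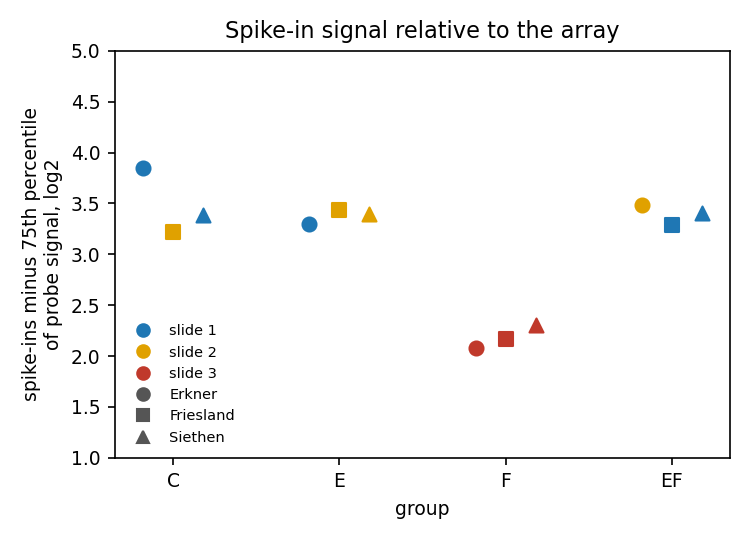
Mean log2 signal of 7 spike-in probes minus the 75th percentile of probe signal, per array (vertical axis, log2), by group (horizontal axis), with colour for slide and symbol for seed location. The 3 F arrays, alone on slide 3, lie at 2.08 to 2.31 and the other 9 arrays at 3.22 to 3.85.

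The comparison of E with C asked whether oviposition alone left a trace in the leaf after the eggs had been removed. At the study's threshold 44 targets differed, 24 higher and 20 lower in E. None differed in limma at adjusted p below 0.05. An unadjusted p below 0.05 was reached by 285 targets, against 1330 for independent arrays without a change. That benchmark is too high for this fit, which counts location differences as residual spread although every group holds the same locations. An offset of 50 in the background correction left 6 targets, and no filter on dim probes gave 134 E vs C targets. The replicate block gave 64 targets, with none at adjusted p and 893 at an unadjusted p below 0.05, still below 1330. Among targets with the same sign of difference in all 3 locations, the largest rises were those of comp10240_c0_seq1-Rev (described as a hydroxyproline-rich glycoprotein family protein), from 3.88 ± 0.43 in C to 6.47 ± 1.44 in E (log2, SD, n = 3), and of comp1612_c0_seq1 (lipid-binding protein), from 3.82 ± 0.22 to 6.18 ± 1.34. The latter was well above background on 1 of 3 C arrays. Their log2 fold changes were 2.58 ± 0.62 and 2.36 ± 0.54 (SE), with an adjusted p of 1 for both. A non-specific lipid transfer protein, comp21920_c0_seq1-Rev, was not well above background on any C array and was at least 3.36-fold higher in E. Its log2 difference was 1.35 in Erkner, 0.9 in Friesland and 3.91 in Siethen, so its size rests largely on Siethen. By the same rule the largest falls were those of comp14277_c0_seq1, which was well above background on 1 of 3 E arrays, and comp15078_c0_seq1-Rev, which have no description, by 2.54 and 2.39 on the log2 scale. An ABC transporter, comp28187_c0_seq1-Rev, was not well above background on any C or E array, and no fold is given for it.

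The comparison of F with C measured the response to larval feeding on plants without eggs. It gave 511 targets, 279 higher and 232 lower in F. At adjusted p below 0.05, 55 targets differed, 26 higher and 29 lower. The replicate block raised this to 573 targets, 266 higher and 307 lower, and 506 of the 511 targets were again past the study's threshold in that fit. Without any single array of these groups, 2 or fewer targets passed adjusted p. Among targets at adjusted p below 0.05 with the same sign in all 3 locations, the largest rises were those of comp4199_c0_seq1 (cysteine protease inhibitor), comp9050_c0_seq1 (2-oxoglutarate-dependent dioxygenase) and comp12126_c0_seq1 (peroxidase). The cysteine protease inhibitor went from 5.74 in C to 9.93 in F, a log2 fold change of 4.20 ± 0.59 (SE; limma, adjusted p = 0.0349). The dioxygenase rose by 4.15 ± 0.58 (adjusted p = 0.0349) and the peroxidase by 3.90 ± 0.36 (adjusted p = 0.0161). By the same rule the largest falls were those of 2 targets described as ethylene-responsive transcription factor 4 in tomato and RAV in potato. For comp18277_c0_seq1-Rev the log2 fold change was -2.66 ± 0.33 and for comp25916_c0_seq1-Rev -2.63 ± 0.31, both with an adjusted p of 0.027. A receptor-like kinase, comp12770_c0_seq1, fell by 2.60 (adjusted p = 0.0476). Each of these 6 changed in the same direction in all 3 locations.

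The comparison of EF with C measured the feeding response of oviposited plants and gave 317 targets, 242 higher and 75 lower in EF. A single target passed adjusted p below 0.05, the peroxidase comp12126_c0_seq1, with a log2 fold change of 4.05 ± 0.36 (limma, adjusted p = 0.0113). The replicate block gave 413 targets at the study's threshold and 49 at adjusted p. Among targets at an unadjusted p below 0.05 with the same sign in all 3 locations, the largest other rises were 6.47 ± 1.07 for comp4507_c0_seq1+1, which has no description, and 5.35 ± 1.53 for comp521_c0_seq1-Rev, described as an S8 RNase fragment. By the same rule the largest falls were -2.21 ± 0.59 for the FLS2-type receptor kinase comp4910_c0_seq1-Rev, -1.92 ± 0.41 for the receptor-like kinase comp12770_c0_seq1 and -1.83 ± 0.33 for comp18277_c0_seq1-Rev, with adjusted p of 0.437, 0.26 and 0.16. With the replicate block the adjusted p of the first and the last of these was 0.00775 and 0.0481.

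Of the 593 targets past the threshold in F vs C or EF vs C, 235 (39.6%) changed in the same direction in both, 189 of them higher and 46 lower, and none changed in opposite directions. F alone had 276 targets (46.5%), 90 higher and 186 lower. Of these, 265 (96%) had the same sign in EF vs C, and 40 were past the threshold in EF vs F. Passing in F alone therefore does not show a response that was absent in EF. EF alone had 82 (13.8%), 53 higher and 29 lower. Among arrays permuted within locations, unchanged groups that shared the control arrays gave a median of 3 shared targets, with 141 at most in 100 draws. Permuting the arrays freely over locations gave a median of 15, and 8 of 100 draws reached the observed count. Free draws can put arrays of the same location in the same group, which the real groups never do. The log2 fold changes of F vs C and EF vs C correlated at 0.756 across targets, which are not independent replicates. Unchanged groups gave a median of 0.502, and 14 of the 100 draws reached the observed value. Of the 616 targets that differed from C in E, F or EF, 96.3% did so in F or EF.

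**Figure D2:**
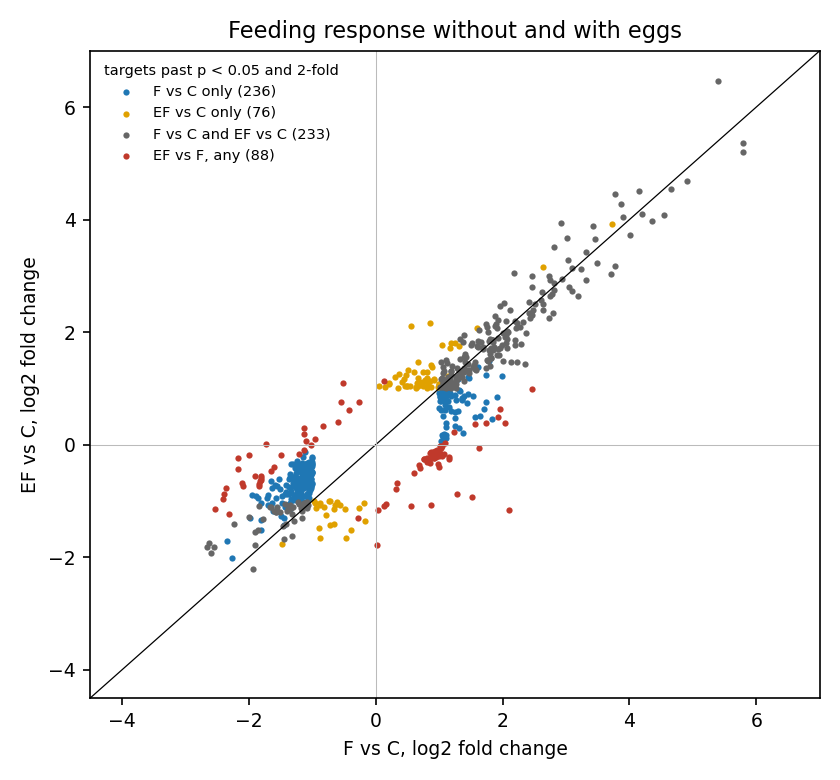
Log2 fold change of F vs C (horizontal axis) and EF vs C (vertical axis) for each target past p below 0.05 and 2-fold in F vs C, EF vs C or EF vs F, with the line of equal change. The 88 targets past the threshold in EF vs F are drawn in their own colour whatever their other comparisons, and across all targets tested the 2 log2 fold changes correlated at 0.756.

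The direct comparison of EF with F asked whether earlier oviposition altered the feeding response. It gave 88 targets, 35 higher and 53 lower in EF, and none at adjusted p below 0.05 (limma, smallest adjusted p 0.899). An unadjusted p below 0.05 was reached by 903 targets. The 1330 of independent arrays is too high a benchmark for this fit as well, since location lies in its residual. The replicate block gave 118 targets, again with none at adjusted p (smallest 0.385) but with 1818 at an unadjusted p below 0.05, above 1330. Groups without any change, made by permuting the arrays within locations, gave 88 or more targets in 29 of 100 draws, and permuting them freely in 66 of 100. With scaling to the 75th percentile in place of quantile normalization, 51.2% of the targets were higher in EF, against 39.8% here. Of the 88 targets, 42 were past the threshold in F vs C with the opposite sign. Both comparisons use the F arrays, and unchanged groups reached this count in 3 of 100 draws within locations, 11 with signs changed by location and 29 permuted freely. By the rule for named targets the 3 largest rises were the following. The aluminum-induced-like protein comp8037_c0_seq5-Rev was at 6.57 in C, 6.61 in E, 4.39 in F and 6.34 in EF, and its EF vs F log2 fold change was 1.95 ± 0.33 (SE; limma, adjusted p = 0.899). It rests on 1 kept probe. Among other targets of that component, comp8037_c0_seq1+3-Rev and comp8037_c0_seq3+2-Rev changed by -1.17 and -1.23 in F vs C. In EF vs C they changed by -0.33 and -0.37, and neither was past the threshold in EF vs F. comp20370_c0_seq1-Rev (conserved, function unknown) rose by 1.82 ± 0.34 and comp21654_c0_seq1-Rev, without description, by 1.74 ± 0.30. In each of the 3 largest rises the F arrays, which share a slide, stood apart from the other groups. By the same rule the largest falls were those of a Kunitz trypsin inhibitor, comp21_c0_seq1-Rev, from 7.74 in F to 4.47 in EF, and of comp11057_c0_seq4+2, without description, from 5.49 to 3.04. The latter was well above background on 1 of 3 EF arrays, so its change rests in part on background. The SE of their log2 fold changes of -3.27 and -2.45 was 1.39 and 0.98. For comp21_c0_seq1-Rev the difference was -0.52 in Erkner, -6.68 in Friesland and -2.60 in Siethen, and without the F array from Friesland it was -1.65 and short of the threshold. comp23955_c0_seq1-Rev (transposon polyprotein in tomato, submergence 1B in potato) was not well above background on any EF array and was at least 3.35-fold higher in F.

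The study had chosen 4 genes that differed between F and EF on its arrays, which covered this leaf and the next-youngest, for qPCR. Without the block none of them was past the threshold in EF vs F. The glutathione S-transferase (GST) target comp17002_c0_seq1-Rev was at 8.26 ± 1.47 in C, 8.01 ± 2.10 in E, 5.54 ± 3.07 in F and 8.41 ± 1.77 in EF (log2, SD, n = 3). Its EF vs F log2 fold change was 2.87 ± 1.58 (SE; limma, adjusted p of 1) and its EF vs C change 0.15. GST and HQT were well above background on 2 of the 3 F arrays. The hydroxycinnamoyl-CoA quinate transferase (HQT) target comp16609_c0_seq1 was at 7.45 ± 2.74, 8.17 ± 1.71, 5.79 ± 2.54 and 8.53 ± 1.60 in the same order, with an EF vs F change of 2.74 ± 1.59 (limma, adjusted p of 1). The major latex-like protein (MLP) target comp17996_c0_seq1 was at 3.57 ± 0.21, 3.72 ± 0.80, 4.13 ± 1.48 and 5.68 ± 1.28, and was well above background on 2 of 3 arrays in C, E and F and on all 3 in EF. Its EF vs C change was 2.11 ± 0.77 (limma, adjusted p = 0.685), past the study's threshold, and its EF vs F change 1.55 ± 0.77 (adjusted p of 1). The spread came largely from the seed location. With the replicate block in limma, GST, HQT and MLP, 3 of the 4, were past the threshold in EF vs F, with adjusted p of 0.623, 0.609 and 0.668. Adjusted over the list alone, 3 passed in the blocked fit and 0 without the block, which may not be independent evidence since the list came from the arrays of the study, and adjusted over all targets 0 passed in either. GST, HQT and MLP were each higher in EF than in F in all 3 locations. The contig given for anthocyanidin synthase (ANS), comp14387_c0_seq1, is described in the files as a glyoxylate reductase and changed by -0.16 ± 0.15 (limma, adjusted p of 1). A second contig of that component, comp14387_c0_seq2-Rev, carries the anthocyanidin synthase description and was added after its values were seen. It changed by 2.15 ± 1.81 and was past the study's threshold with the block and not without it.

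**Figure D3:**
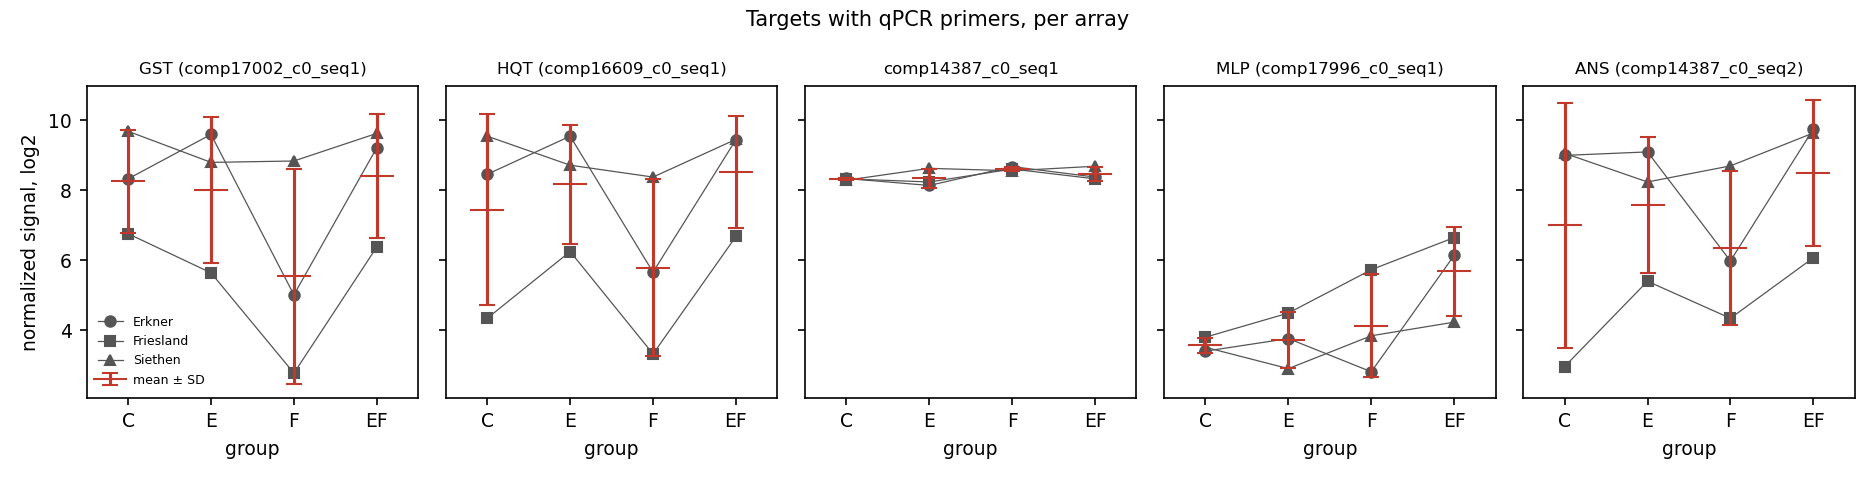
Normalized log2 signal (vertical axis) of the 4 contigs with qPCR primers and of a second contig of the ANS component, per array by group (horizontal axis), with lines joining arrays of the same seed location and bars for the mean ± SD of 3 arrays. GST was at 5.54 in F against 8.26 in C and 8.41 in EF, and Friesland plants were lowest in every group for GST, HQT and the second ANS contig.

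Feeding was also compared within oviposited plants. The EF vs E targets numbered 453, 323 higher and 130 lower in EF, and 2 at adjusted p below 0.05, which the replicate block raised to 367. These 2 were the peroxidase comp12126_c0_seq1, with a log2 fold change of 3.35 ± 0.36 (limma, adjusted p = 0.0335), and the ABC transporter comp28187_c0_seq1-Rev (adjusted p = 0.0232), which was not well above background in E and was at least 1.18-fold higher in EF. All C, E and EF arrays lay on slides that mixed these groups, and slide as a block gave 457 targets, with 1 at adjusted p. The interaction of feeding with oviposition, the direct test of whether feeding acted differently on oviposited plants, gave 116 targets, 44 with a positive and 72 with a negative term. None passed adjusted p below 0.05 in limma, and 419 targets had an unadjusted p below 0.05, or 994 with the replicate block. Without a filter on dim probes the count was 314, and with the replicate block it was 163, with none at adjusted p in either.

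**Figure D4:**
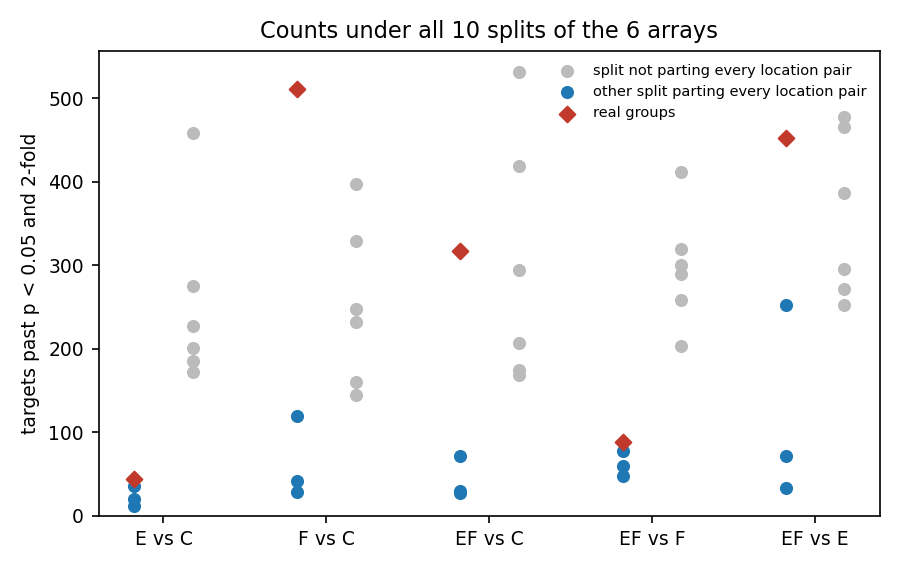
Number of targets past p below 0.05 and 2-fold (vertical axis) for the real groups and for every other split of the same 6 arrays, by comparison (horizontal axis), with splits that part all 3 location pairs drawn apart from those that do not. F vs C gave 511 targets against 119 at most for the other splits that part the pairs, while EF vs F gave 88 against 77 at most.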

Values the study reported

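The study reported that 950 genes of the L0-leaf differed from control plants in E-, F- or EF-plants. For oviposition alone it gave 132 genes in this leaf, and for the direct comparison of F- with EF-plants 178 genes. The feeding responses of F- and EF-plants were put at an overlap of about 34% in this leaf. Genes altered in F-plants only made up about 45% of the feeding-responsive genes, and those altered in EF-plants only around 16%.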

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

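The choice of the targets below rested on E vs C or EF vs F, which share arrays with the interaction, and the tests of slide and of false calls at the unadjusted threshold were chosen only after the results were seen.

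In 6 named targets the effect of feeding differed between plants without and with eggs at the study's threshold, by the interaction term in limma. The term was -2.09 for comp10240_c0_seq1-Rev, 1.5 for comp28187_c0_seq1-Rev, 1.91 for comp8037_c0_seq5-Rev, 1.67 for comp20370_c0_seq1-Rev, 1.99 for comp21654_c0_seq1-Rev and -3.48 for comp11057_c0_seq4+2. Their unadjusted p in limma was 0.0392, 0.00241, 0.00213, 0.00565, 0.000756 and 0.0304, and their adjusted p was 1 throughout. With the replicate block in limma the unadjusted p of comp10240_c0_seq1-Rev was 0.0531, short of the threshold, and the other 5 stayed past it, again with an adjusted p of 1. GST, comp14277_c0_seq1 and comp15078_c0_seq1-Rev were past it only with the block (terms of 3.12, 2.51 and 2.38). Each of the 6 terms above had the same sign in all 3 locations. In a seventh target, the Kunitz trypsin inhibitor comp21_c0_seq1-Rev, the term was -3.63 (limma, adjusted p of 1). There feeding moved every location pair 1 way without eggs and the opposite way with eggs, but the difference did not pass the test.

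Relabelling the groups within locations gave 116 or more interaction targets in 63 of 100 draws, but relabelled groups can carry the feeding effect into the term. Unchanged groups gave as many in 33 of 100 draws within locations, 48 with signs changed by location and 70 permuted freely, so chance is not excluded as the source of the interaction count. For comp8037_c0_seq5-Rev, comp20370_c0_seq1-Rev and comp21654_c0_seq1-Rev the F arrays alone stood apart, and F coincides with slide 3. Between the other slides, 212 targets were past the threshold in a fit of group, location and slide to 9 arrays. That fit also gave 87 targets for E vs C, against 44 with all 12 arrays, and no count without a change was made for it, so the 212 do not show how many targets a slide shifts. Of the 118 EF vs F targets with the replicate block, 10 were among them, which says nothing of slide 3. The slide and an effect of oviposition on the feeding response cannot be told apart for these 3 targets, since no F array lay on another slide. For comp28187_c0_seq1-Rev the C and E arrays were not well above background, and its interaction rests on signals at that level. That of comp11057_c0_seq4+2 does so in part, with 1 of 3 EF arrays well above background. An effect of oviposition, the explanation the design offers, stays open for all 7.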

How the results depend on the processing

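The random slide block and the joint location and slide blocks were chosen after the data had been seen; the other alternatives were not. Leaving out arrays used the values normalized over all 12.

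The counts that follow are E vs C targets, F vs C targets, EF vs C targets, EF vs F targets, EF vs E targets, feeding by oviposition interaction targets and the F and EF response overlap, and F vs C targets at adjusted p. At the study's threshold, an offset of 50 gave 6 targets for E vs C, 241 for F vs C, 144 for EF vs C, 19 for EF vs F, 246 for EF vs E, 31 for the interaction and 120 shared by F and EF, with 33 at adjusted p for F vs C and 2 for EF vs C. An offset shrinks changes of dim targets by construction. Probes above the threshold on all 12 arrays gave 10, 313, 182, 47, 285, 48 and 133 in the same order, with 1 at adjusted p for EF vs E. Fewer targets are tested there. No filter gave 134 for E vs C, 149 for EF vs F and 314 for the interaction, and 18 at adjusted p for F vs C. The processed signal gave 75 for E vs C and 152 for EF vs F, with 21 at adjusted p for F vs C. Array weights gave 98 for E vs C and 158 at adjusted p for F vs C. Without moderation of variances the interaction gave 73 and the location test 3492, and 6, 0 and 0 targets passed adjusted p for F vs C, EF vs C and EF vs E. The cause was not tested for the other differences. A fixed slide block was not run for comparisons with F, nor a fit of only the groups compared for the interaction, which uses all groups.

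The replicate block moved counts at adjusted p to 573 for F vs C, 49 for EF vs C and 367 for EF vs E, and as a random block to 622, 76 and 383. At the study's threshold it changed no count by over 1.5 times, except that location together with slide gave 69 for E vs C. That fit gave 200 at adjusted p for EF vs E. The replicate block brought GST, HQT and MLP and the second ANS contig past the threshold in EF vs F, and GST and HQT in F vs C (changes of -2.72 and -1.66). Slide as a random block gave 149 at adjusted p for F vs C, and as a fixed block 2 for EF vs C and 1 for EF vs E. The estimated correlation between arrays of the same slide was -0.097, so they were not more alike by this measure. All F arrays lay on slide 3, so the 149 do not show an F vs C difference freed of slide. Only the groups compared gave 7, 0 and 0 at adjusted p for F vs C, EF vs C and EF vs E. For EF vs E, 0 passed adjusted p with the processed signal, 75th-percentile scaling, cyclic loess, a pass on every array of a group, a factor of 1.8 and the deposited log2 values, and 4 with trend and robust moderation.

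Without single arrays or locations, E vs C gave 33 to 182 targets, F vs C 408 to 772, EF vs C 261 to 554, EF vs F 95 to 218, EF vs E 426 to 638, the interaction 106 to 213, the shared targets 172 to 378 and the location test 1074 to 5827. At adjusted p they were 0 to 2 for F vs C, 0 to 2 for EF vs C and 0 to 13 for EF vs E. Leaving out all Erkner arrays gave the 182 of E vs C, and leaving out the EF array from Siethen the 218 of EF vs F. E vs C, EF vs F and the interaction had 0 targets at adjusted p in every fit run. The shared share of 39.6% ranged from 34.9% to 45.3% over the other settings and from 27.9% to 43.2% without arrays.

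With all 12 arrays, the share of targets higher in E vs C (54.5%) went from 30% with probes above the threshold on all arrays and 33.7% with array weights to 66.7% with an offset of 50. For EF vs F (39.8%) it went from 30.4% with array weights to 52.6% with an offset of 50, and for positive interaction terms (37.9%) from 25.8% with that offset to 55.4% with 75th-percentile scaling. Without single arrays or locations these shares ranged from 26.1% (no E array from Erkner) to 62% (no C array from Erkner), from 28% (no EF array from Siethen) to 65.7% (no EF array from Erkner) and from 33.7% to 55.4%, so the balance of higher and lower targets rests on single arrays. No setting moved the median of all targets by over 0.1.

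Over the named targets, 1013 values under alternatives kept direction and side of the threshold, 50 fell short of it, 20 came past it and 13 changed sign. Those that fell short were mostly falls in E vs C and EF vs F. Without arrays or locations, changes of over 1.5 times in size included those of comp21920_c0_seq1-Rev (1.13 to 2.63) and comp15078_c0_seq1-Rev (-3.61 to -1.58) in E vs C. In EF vs F they included those of comp21_c0_seq1-Rev (-4.64 to -1.56), comp11057_c0_seq4+2 (-3.70 to -1.70) and comp23955_c0_seq1-Rev (-2.97 to -1.43). The E vs C change of comp14277_c0_seq1 ranged from -3.62 to -1.81. Array weights turned the EF vs C change of GST to -0.43 and the EF vs F medians of the jasmonate and photosynthesis lists to 0.03 and 0.04. Without arrays the sign changed for GST in EF vs C (-0.60 to 1.16), HQT in EF vs C (-0.47 to 2.13), the second ANS contig in F vs C (-2.69 to 0.51) and EF vs C (-0.54 to 2.69) and MLP in F vs C (-0.25 to 1.22). It also changed for list medians in EF vs F, namely phenylpropanoid (-0.03 to 0.07), jasmonate (-0.20 to 0.10), photosynthesis (-0.25 to 0.14), heat shock (-0.12 to 0.05) and ribosomal (-0.14 to 0.02), and in EF vs C for proteinase inhibitors (-0.04 to 0.23), photosynthesis (-0.32 to 0.01) and heat shock (-0.03 to 0.09). None of these values was past its threshold with all arrays, apart from the ribosomal list in EF vs F and the proteinase inhibitor and photosynthesis lists in EF vs C. The photosynthesis list in EF vs F passed camera's unadjusted 0.05 in both directions, at -0.25 without the EF array from Erkner and 0.14 without that from Siethen, so its direction rests on single arrays. Signal over background limits the dim targets. The dark corners of the C and EF arrays from Siethen had a 90th percentile of 48.03 and 74.74, against 18.46 to 23.27 on the other arrays. This raised the filter threshold on these arrays but does not show weak signal there. Their median negative controls were 20.7 and 20.98, with 83.9% and 85.6% of probe spots well above background.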

Other observations

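Of the tests in this part, those of spike-ins, slide, false calls at the unadjusted threshold, feeding status in relabelled draws, co-variation and target lists were chosen only after the result was seen; the splits of the arrays, the size of the feeding response and the first probe comparison were not.

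The number of targets that differed from C in any group was 616. That is lower than the value quoted from the study above. E vs C gave 44 targets. That is lower than the value quoted from the study above. EF vs F gave 88 targets. That is lower than the value quoted from the study above. The number of arrays a probe had to pass on, the offset, the variance moderation and the mean spot signal were chosen here. Over the other settings E vs C gave 6 to 134 targets and EF vs F 19 to 152. Unlike processing may therefore account for the lower counts, which was not tested.

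Splits of the 6 arrays of a comparison cannot exclude chance, since 10 splits never give a share under 0.1. As many targets as in the real groups were given by 7 of 10 splits for E vs C, 1 of 10 for F vs C, 3 of 10 for EF vs C, 7 of 10 for EF vs F and 3 of 10 for EF vs E. Most of these splits put both arrays of a location in the same group, and the location difference then enters the comparison. Among the 4 splits that part all 3 location pairs the real groups gave the most in each comparison, with 511 targets against 28 to 119 for F vs C, 317 against 27 to 72 for EF vs C and 453 against 33 to 252 for EF vs E. For E vs C it was 44 against 12 to 35, and for EF vs F 88 against 48 to 77. Unchanged groups gave 44 or more E vs C targets in 31 of 100 draws within locations. With signs changed by location 55 of 100 did so, and permuted freely 82, so chance is not excluded as the source of the E vs C count. For the overlap of the F and EF responses, 5 of 100 relabellings of the groups within locations gave 235 or more shared targets (the real labels among them), which by that count does not exclude chance. In all 5 the arrays called F and EF shared a feeding status opposite to that of the array called C in each of the 3 locations, so these draws returned the feeding contrast. The most shared targets in any other draw was 181. Unchanged groups reached 235 in 0 of 100 draws within locations, without and with changed signs, and in 8 of 100 when permuted freely. The first 2 values argue against the shared control arrays alone as the source of the overlap. For the location targets 1 of 100 relabellings of the locations within groups, the real one, gave 5639 or more, which excludes it.

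A candidate explanation for the EF vs F targets is false calls at an unadjusted threshold. Unchanged groups, made by permuting the arrays' deviations within locations, gave 88 or more targets in 29 of 100 draws. Permuting the arrays freely over locations did so in 66 of 100. With the signs of the deviations also changed by location, a version added because permutation alone can return a group's deviations unchanged, 26 of 100 draws did so. For draws within locations, without and with changed signs, none reached the 511 F vs C or the 453 EF vs E targets. The 317 of EF vs C were reached by 0 and 2. Permuted freely, 16, 34 and 18 of 100 draws reached the counts of F vs C, EF vs C and EF vs E. The feeding counts thus stand apart from unchanged groups only in the draws within locations, which keep every location in each group as in the real design. Free draws can put arrays of the same location in the same group, so location differences enter their counts. The EF vs F count of the fit without the replicate block could thus arise on these arrays without a difference, which does not show that no target differs. The draws were made for that fit alone and say nothing of the 118 EF vs F targets with the block.

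The spike-in difference of the F arrays would follow from larval feeding if feeding changed the share of messenger RNA in the leaf. EF leaves were fed on in the same way, and their spike-in signal differed from C by -0.09 (log2; exact permutation test, two-sided p = 0.9), against -1.30 for F vs C, where 0.1 is the smallest p that 3 arrays against 3 allow. The tables thus argue against feeding as such. In raw signal the F arrays differed from the others by -0.96 (log2; p = 0.00455, exact permutation test), so the difference does not come from the 75th percentile alone. A slide or labelling batch of the F arrays could give the difference of -1.23, but F plants and slide 3 coincide and cannot be told apart here. Slides 1 and 2, which mix groups, differed by 212 targets at the study's threshold, with 0 at adjusted p and 2731 at an unadjusted p below 0.05, against 87 for E vs C in that fit of 9 arrays, for which no count without a change was made. In F vs C, EF vs F and the interaction such a batch may enter with the treatment, whereas E vs C, EF vs C and EF vs E are free of slide 3.

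The hypothesis that oviposition changed the size of the feeding response as a whole was tested on 3134 targets chosen by the mean effect of feeding over both egg states, a contrast orthogonal to the interaction. Their mean change in the direction of feeding was 0.69 without eggs and 0.66 with eggs. The difference was 0.14 in Erkner, -0.25 in Friesland and 0.04 in Siethen, with a mean of -0.03 (log2). Its sign differed between locations, and a mean near 0 over 3 values of this spread leaves open whether oviposition changed the size of the response. This test includes the F arrays and is open to the slide difference.

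GST, HQT and the second ANS contig moved together. Across the 12 arrays Pearson's r was 0.932 for GST and HQT, 0.830 for GST and ANS and 0.955 for HQT and ANS, with permutation p of 0.00012, 0.0011 and 8e-05 and adjusted values of 0.00018, 0.0011 and 0.00018 over the 3 pairs. Spearman's rho was 0.930, 0.839 and 0.895 (permutation p of 6e-05, 0.0011 and 0.00018, adjusted 0.00018, 0.0011 and 0.00027). Without the 2 arrays farthest from the median, r was 0.882, 0.853 and 0.954. The arrays share locations and groups, so they are not fully independent. In deviations from group and location means r was 0.637, 0.325 and 0.862. The lowest of these, 0.325, leaves open whether regulation shared by the 3 targets or an effect common to single plant pools may be the source. GST and HQT were lower in F than in C in all 3 locations, while EF and C did not differ in the same direction in all 3. F vs C and EF vs F share the F arrays, so the 2 differences are not independent.

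Sequence differences under single probes are a possible explanation for differences between seed locations. Among location targets with 2 probes that differed 4-fold to 16-fold, the probes disagreed over 2-fold in the size of the change in 10.9% of 192 targets, against 2.99% of 67 feeding targets of that size (Fisher's exact test, p = 0.0492). With 4 arrays against 4 on both sides, a comparison added later, the shares were 12.4% of 97 and 3.45% of 58 (Fisher's exact test, p = 0.0823). For changes of 2-fold to 4-fold they were 9.63% of 540 and 3.17% of 221 (Fisher's exact test, p = 0.00161). The explanation stays open for a minority of the location targets, since most of their probe pairs moved together. Targets on neighbouring parts of a contig can also differ in expression between plants of different origin, which was not tested.

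Lists of targets gave 36 set tests. By camera, with its preset correlation, the jasmonate list of 45 targets was higher in F vs C (median log2 fold change 0.47, 37 members higher, adjusted p = 6.45e-06) and in EF vs C (0.38, 35 higher, adjusted p = 9.95e-08), and no list passed fry at adjusted p below 0.05 without the block, where the jasmonate list had 0.0905 and 0.1. The 360 ribosomal protein targets, meant as a list without a response, were higher in both by camera (median 0.22 and 0.16, with adjusted p of 2.74e-09 and 2.26e-08; fry 0.142 and 0.302). The 81 photosynthesis targets were lower (-0.11 and -0.20, adjusted p 0.0416 and 0.000511; fry 0.896 in both). The 49 proteinase inhibitors had medians of 0.26 and 0.06 (camera adjusted p 0.0682 and 0.0894, and 0.0265 and 0.0465 with the block, where fry gave 0.0937 and 0.259). The 174 phenylpropanoid and flavonoid enzymes were higher in F vs C and EF vs C (0.12 and 0.20, camera adjusted p 0.0215 and 0.000104) and, with the replicate block, also by fry (0.026 and 0.01). Between EF and F their median was 0.02 and their mean 0.15 (camera adjusted p 0.344, fry 0.896). With the block camera gave 0.183 and fry 0.267, so neither fit shows that eggs before feeding raised the list. The median of the 118 heat shock protein targets between EF and F was -0.02 (camera adjusted p 0.344, fry 0.896). Shifts of this size across the ribosomal list suggest that a low camera p here may reflect a broad difference between arrays, and with 3 arrays per group these explanations cannot be told apart. The directions in F vs C and EF vs C held under each normalization tried.

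In EF vs E, which uses no array of slide 3, the jasmonate list was higher (median 0.60, 35 of 45 members higher, camera adjusted p = 2.74e-09, fry 0.0905), as were the ribosomal list (0.21, 7.37e-11, fry 0.142), the proteinase inhibitors (0.19, 0.00817, fry 0.0905) and the phenylpropanoid list (0.18, 0.00234, fry 0.0905). With the replicate block the phenylpropanoid list also passed fry (0.0103), and the other 3 did not (0.0545, 0.0591 and 0.0591). The photosynthesis list was lower there (-0.14, 0.0419, fry 0.896). In E vs C the jasmonate list (-0.13, 15 of 45 higher, camera adjusted p = 0.0195), the proteinase inhibitors (-0.07, 0.041) and the ribosomal list (-0.05, 0.00464) were lower by camera and not by fry (0.896, 0.643 and 0.896). These signs held under every processing setting and model run on all 12 arrays. Without single arrays or locations the jasmonate median in E vs C ranged from -0.26 to 0.08 and the photosynthesis median in EF vs E from -0.32 to 0.08, so these 2 directions rest on single arrays or locations.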
